# Hoxb5 reprogrammes murine multipotent blood progenitors into haematopoietic stem cell‐like cells

**DOI:** 10.1111/cpr.13235

**Published:** 2022-05-17

**Authors:** Dehao Huang, Qianhao Zhao, Mengyun Zhang, Qitong Weng, Qi Zhang, Kaitao Wang, Fang Dong, Hui Cheng, Fangxiao Hu, Jinyong Wang

## Abstract

**Objectives:**

The expression of transcription factor Hoxb5 specifically marks the functional haematopoietic stem cells (HSC) in mice. However, our recent work demonstrated that ectopic expression of Hoxb5 exerted little effect on HSC but could convert B‐cell progenitors into functional T cells *in vivo*. Thus, cell type‐ and development stage‐specific roles of Hoxb5 in haematopoietic hierarchy await more extensive exploration. In this study, we aim to investigate the effect of Hoxb5 expression in multipotent blood progenitor cells.

**Materials and Methods:**

A Mx1cre/Rosa^LSL‐Hoxb5‐EGFP/+^ mouse model was used to evaluate the effect of Hoxb5 expression in blood multipotent progenitor cells (MPP). Golden standard serial transplantation experiments were used to test the long‐term haematopoiesis potential of Hoxb5‐expressing MPP. Single‐cell RNA‐seq analysis was used to characterize the gained molecular features of Hoxb5‐expressing MPP and to compare with the global transcriptome features of natural adult HSC and fetal liver HSC (FL HSC).

**Results:**

Here, with a mouse strain engineered with conditional expression of Hoxb5, we unveiled that induced expression of Hoxb5 in MPP led to the generation of a *de novo* Sca1^+^c‐kit^+^CD11b^+^CD48^+^ (CD11b^+^CD48^+^SK) cell type, which can repopulate long‐term multilineage haematopoiesis in serial transplantations. RNA‐seq analysis showed that CD11b^+^CD48^+^SK cells exhibited acquired features of DNA replication and cell division.

**Conclusions:**

Our current study uncovers that Hoxb5 can empower MPP with self‐renewal ability and indicates an alternative approach for generating HSC‐like cells *in vivo* from blood lineage cells.

## 1 INTRODUCTION

Haematopoietic stem cell (HSC) is the blood cell type that possesses dual features of self‐renewal and multilineage potential, which are critical for replenishing the entire haematopoietic system throughout an individual lifespan.^1^, ^2^ However, the absolute numbers of HSC in adults are extremely rare^3^, ^4^ and are not efficiently expanded *in vitro*.^5^, ^6^ Researchers have been attempting alternative approaches to generate engraftable blood progenitors by enforcing expressing those molecules highly expressed in HSC but absent in downstream progenies. Ectopic expression of Sox17 can confer self‐renewal potential on adult haematopoietic progenitors. However, this approach eventually led to leukemogenesis.^7^ Likewise, miR‐125a is a non‐coding RNA gene preferentially expressed in HSC rather than blood progenies.^8^ Ectopic expression of miR‐125a in mouse haematopoietic progenitors induced long‐term haematopoiesis, but the recipient mice suffered an MPN‐like disease after secondary transplantation.^9^, ^10^, ^11^ Therefore, more extensive and innovative efforts are needed to develop safer approaches to convert blood progenitor cells into engraftable blood stem cells for ultimately therapeutic uses.

Hoxb5, a member of *HOX* gene family, is preferentially expressed in HSC and uniquely marks the long‐term HSC.^12^, ^13^ Our recent study showed that the gain of function of Hoxb5 in pro‐pre‐B cells reprogrammed these cells into T lymphocytes *in vivo*.^14^ Moreover, the latest research shows that exogeneous Hoxb5 expression confers protection against loss of self‐renewal to Hoxb5‐negative HSCs and can partially alter the cell fate of ST‐HSCs to that of LT‐HSCs.^15^ Here, we further studied the potential role of Hoxb5 in the MPP cell context, an intermediate progeny of HSC without self‐renewal ability. Interestingly, conditional overexpression of Hoxb5 in MPP upon transplantation led to long‐term haematopoiesis in serially transplanted mice. More importantly, Hoxb5 resulted in a *de novo* cell type defined as CD11b^+^CD48^+^SK, which contributed to the sustainable long‐term haematopoiesis in serially transplanted recipients. CD11b^+^CD48^+^SK cells exhibited features related to DNA replication and cell division. This study reveals *de novo* evidence that Hoxb5 can efficiently reprogramme blood progenitors into engraftable blood stem cells.

## 2 MATERIALS AND METHODS

### 2.1 Mice

Animals were housed in the animal facility of the Guangzhou Institutes of Biomedicine and Health (GIBH). Rosa^LSL‐Hoxb5‐EGFP/+^ mice were described as previously reported.^14^ Mice of the CD45.1^+^ and Mx1‐cre strains were purchased from the Jackson laboratory. All the mouse lines were maintained on a pure C57BL/6 genetic background. All experiments were conducted in accordance with experimental protocols approved by the Animal Ethics Committee of GIBH.

### 2.2 Flow cytometry

Antibodies to CD2 (RM2‐5), CD3 (145‐2C11), CD4 (RM4‐5), CD8a (53–6.7), Gr1 (RB6‐8C5), CD11b (M1/70), Ter119 (TER‐119), B220 (6B2), c‐kit (2B8), Sca‐1 (E13‐161.7), CD135 (A2F10), CD150 (TC15‐12F12.2), CD19 (eBio1D3), CD48 (HM48‐1) ki‐67 (16A8), Fcγ RII/III (2.4G2), CD127 (SB/199), CD45.2 (104) and CD45.1(A20) were purchased from eBioscience or BioLegend. DAPI, 7‐AAD or PI was used to stain dead cells. Flow cytometry was performed on an LSR Fortessa (BD Biosciences) and data were processed by FlowJo software (Version: 10.4.0, Tree Star).

### 2.3 Cell sorting

Bone marrow cells used for transplantation or RNA‐seq were first incubated with the biotin‐conjugated antibody to Sca1 (anti‐Sca1 biotin) and then enriched using Anti‐Biotin MicroBeads by autoMACS Pro (Miltenyi Biotec). The enriched cells, stained with antibodies, were sorted by BD FACSAria III.

### 2.4 Transplantation

All recipients (CD45.1^+^, C57BL/6 background) were lethally irradiated (9 Gy, RS2000, Rad Source) at least 4 h, but less than 24 h before transplantation. MPP (400 cells/mouse) from Rosa^LSL‐Hoxb5‐EGFP/+^ mouse or Mx1cre/Rosa^LSL‐Hoxb5‐EGFP/+^ mouse for primary transplantation and donor‐derived CD48^+^CD11b^+^SK cells (2000 cells/mouse) from the primary recipients for secondary transplantation were retro‐orbitally transplanted into the recipients with the enriched Sca1^−^ helper cells (0.25 million/mouse, CD45.1^+^). For third transplantation, total BM cells (10 million/mouse) from the secondary recipients were retro‐orbitally transplanted into the third recipients. To induce Hoxb5 expression, the primary recipients were intraperitoneally injected with polyinosinic‐polycytidylic acid (pIpC) (250 μg/mouse) every other day for six times starting from the 5th day before transplantation, until the 5th day after transplantation. Recipients were fed with the water added with trimethoprim‐sulfamethoxazole for 1 month after irradiation.

### 2.5 RNA‐seq and data analysis

cDNA of the single cell from adult wild‐type HSC (BM HSC, Rosa^LSL‐Hoxb5‐EGFP/+^ mice, 8‐week old), fetal liver HSC (FL HSC, Rosa^LSL‐Hoxb5‐EGFP/+^ mice, Day14.5, defined as CD45.2^+^Lin^−^Sca1^+^c‐kit^+^CD11b^+^CD150^+^), wild‐type MPP (WT‐MPP, Rosa^LSL‐Hoxb5‐EGFP/+^ mice, 8‐week old) and CD48^+^CD11b^+^SK cells (primary recipients, Week 8 post‐transplantation) were extracted and amplified using Discover‐sc WTA Kit V2 (Vazyme). The expression level of B2m and Gapdh was used to assess the quality of the amplified cDNA by qPCR analysis. These qualified samples were used to prepare the sequencing library by the TruePrep DNA Library Prep Kit V2 (Vazyme), and the qualified libraries were sequenced by Illumina sequencer NextSeq 500. 

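B2m and Gapdh were also measured in the sequenced cells, in which the authors estimated the expression of each gene in TPM. B2m was at a TPM of 1 or more in all 180 cells used here. Its mean over cells was 12826 TPM in the CD11b+CD48+SK cells, 16704 TPM in WT-MPP, 16712 TPM in BM HSC and 5329 TPM in FL HSC. Gapdh was at a TPM of 1 or more in every cell except 1 of the 41 WT-MPP cells, a share of 97.6% in WT-MPP (95% exact Clopper-Pearson interval 87.1 to 99.9%, covering the counting of cells only). The mean TPM of Gapdh was 208 in the CD11b+CD48+SK cells, 126 in WT-MPP, 98.1 in BM HSC and 92.9 in FL HSC. These values come from sequencing and not from the qPCR, and since no animal is named for any cell, they have no error between animals.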

Raw data (FASTQ files) were generated using bcl2fastq software (version 2.16.0.10) and were uploaded to the Gene Expression Omnibus public database (GSE 183800). HISAT2 (version 2.1.0) was used to align the raw data, and the StringTie (version 1.3.4) was used to estimate the expression level in the transcripts per million (TPM) as previously reported.^16^, ^17^ Gene set enrichment analysis (GSEA) and gene‐ontology (GO)‐enrichment analysis (clusterProfiler package) were performed as described.^18^, ^19^ Spearman correlation coefficient between population was used for correlation analysis. Correlation analysis was performed by cor() function of R.

## 3 RESULTS

### 3.1 Enforced expression of Hoxb5 in MPP leads to long‐term haematopoiesis in transplantation setting

To evaluate the potential role of Hoxb5 in MPP, we chose Mx1cre/Rosa^LSL‐Hoxb5‐EGFP/+^ mouse model in which ectopic Hoxb5 was inserted into *Rosa26* in the form of Loxp‐Stop‐Loxp‐Hoxb5‐EGFP cassette as previously reported (Figure S1A).^14^ Thus, the ectopic Hoxb5 can be conditionally induced in the presence of Cre recombinase, which is under the control of the Mx1 promoter, and can be induced by polyinosinic‐polycytidylic acid (pIpC). Upon transplantation into recipient animals, ectopic Hoxb5 expression would be turned on by injection with pIpC, and the GFP signal reports the expression of the ectopic Hoxb5 at single‐cell resolution. We sorted the conventional MPP (CD45.2^+^GFP^−^Lin [CD2, CD3, CD4, CD8, CD11b, Gr1, B220, Ter119]^−^ CD48^−^Sca1^+^c‐kit^+^CD150^−^CD135^+^)^20^, ^21^ from the Sca1^+^ enriched bone marrow cells of Mx1cre/Rosa^LSL‐Hoxb5‐EGFP/+^ mouse or Rosa^LSL‐Hoxb5‐EGFP/+^ mouse. Four hundred sorted MPP along with 0.25 million Sca1^−^ helper cells (CD45.1^+^) were retro‐orbitally transplanted into irradiated individual recipients (CD45.1^+^, C57BL/6 background) (Figure 1A,B). The recipients were intraperitoneally injected with pIpC (250 μg/mouse) every other day for six times starting from day 5 before transplantation. We assessed the reconstitution ability of the donor‐derived cells by analysing the peripheral blood (PB) chimeras every 4 weeks until Week 20 post‐transplantation. (Figure 1A). Amazingly, in the primary recipients transplanted with the MPP of the Mx1cre/Rosa^LSL‐Hoxb5‐EGFP/+^ mouse, the ratio of the donor‐derived cells (CD45.2^+^GFP^+^) continuously increased and the minimum ratio was up to 62% at Week 20 post‐transplantation, whereas the control recipients transplanted with the Rosa^LSL‐Hoxb5‐EGFP/+^ MPP showed a significantly low reconstitution ability, and the maximum donor‐derived cell (CD45.2^+^) ratio was 11.4% at the Week 20 post‐transplantation (Figure 1C). Furthermore, the contributions of donor‐derived cells in the spleen (SP) and bone marrow (BM) tissues of the Hoxb5‐expressing MPP recipients were significantly more than the control group (*p* < 0.001) (Figure S1B). In addition, multiple blood lineages including T cells (CD3^+^), B cells (CD19^+^) and myeloid (CD11b^+^or Gr1^+^) in the PB, SP and BM were also detected at Week 20 post‐transplantation in the primary recipients (Figure 1D). These results demonstrate that enforced expression of Hoxb5 in MPP leads to long‐term haematopoiesis.

**FIGURE 1:**
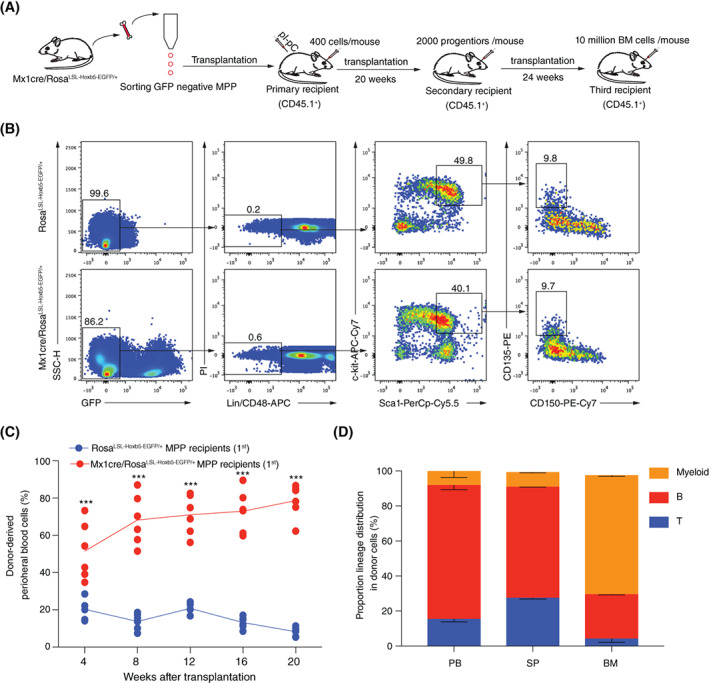
Overexpression of Hoxb5 empowers long‐term reconstitution capacity on MPP. (A) The scheme for MPP transplantation. (B) Gating strategy for sorting the MPP. MPP were defined as CD45.2^+^GFP^−^Lin (CD2^−^CD3^−^CD4^−^CD8^−^CD11b^−^Gr1^−^B220^−^Ter119^−^) CD48^−^Sca1^+^c‐kit^+^CD150^−^CD135^+^ from either the Mx1cre/Rosa^LSL‐Hoxb5‐EGFP/+^ mice or Rosa^LSL‐Hoxb5‐EGFP/+^ control mice (8‐week old). The sorted MPP were transplanted into lethally irradiated (9.0 Gy) recipients (CD45.1^+^, C57BL/6 background, 400 cells/mouse) with Sca1^−^ helper cells (CD45.1^+^, 0.25 million/mouse). Recipients were injected with pIpC (i.p. 250 μg/mouse) every other day for six times starting from day 5 before transplantation. (C) Contribution curves of the donor‐derived cells in peripheral blood cells (PB) of the primary recipients. The donor cells were defined as CD45.2^+^GFP^+^ (Mx1cre/Rosa^LSL‐Hoxb5‐EGFP/+^ MPP recipients) or CD45.2^+^ (Rosa^LSL‐Hoxb5‐EGFP/+^ recipients). The PB of the recipients transplanted with Mx1cre/Rosa^LSL‐Hoxb5‐EGFP/+^ MPP (*n* = 6, as indicated by the red dot) or Rosa^LSL‐Hoxb5‐EGFP/+^ MPP (*n* = 6, as indicated by the blue dot) was analysed every 4 weeks until the Week 20 after transplantation. Mean ± SD, ***p < 0.001 independent samples *t*‐test. (D) Lineage distribution of the recipients (*n* = 3) at Week 20 after Mx1cre/Rosa^LSL‐Hoxb5‐EGFP/+^ MPP transplantation. Columns shown are percentages of donor‐derived T cells (CD3^+^), B cells (CD19^+^) and myeloid cells (CD11b^+^ or Gr1^+^) in PB, spleen (SP) and bone marrow (BM)

### 3.2 Hoxb5 results in the occurrence of a *de novo* CD11b ^+^ CD48 ^+^ SK cell type associated with the long‐term engraftable feature

To investigate the cellular mechanism, we analysed the blood progenitor cells in the primary recipients at Week 20 post‐transplantation. We discovered a *de novo* donor‐derived Sca1^+^c‐kit^+^ population cells, which simultaneously expressed CD11b and CD48 surface markers. Certainly, this cell type is not identified in natural blood cells in the absence of Hoxb5 expression (Figure 2A). Consistent with previous reports, natural MPP transplantation cannot sustainably give rise to LSK cells in the bone marrow of recipient mice (Figure S1C). To further test whether the CD11b^+^CD48^+^SK cells are responsible for the long‐term repopulating feature in Hoxb5 expressing MPP, we sorted the GFP^+^CD11b^+^CD48^+^SK cells and transplanted them into secondary recipient mice (CD45.1^+^, C57BL/6 background, 2000 cells/mouse) with Sca1^−^ helper cells (CD45.1^+^, 0.25 million/mouse). As expected, these CD11b^+^CD48^+^SK cells successfully reconstituted multilineage haematopoiesis in secondary recipients, as demonstrated by stable increases of donor‐derived cells (GFP^+^) in the PB after transplantation (Figure 2B). Of note, the donor chimeras achieved as high as 94.6% at Week 20 after transplantation and lineages of T, B and myeloid cells can be detected at Week 4, Week 12 and Week 20 post‐transplantation (Figure 2B,C). Moreover, the donor‐derived T, B and myeloid lineages in the PB, SP and BM also exhibited patterns resembling natural haematopoiesis at the Week 24 post‐transplantation (Figure 2D). More importantly, the donor‐derived CD11b^+^CD48^+^SK cells can still be detected in the BM of the secondary recipients (Figure 2E). These results indicate that the *de novo* CD11b^+^CD48^+^SK cell type is engraftable in the secondary recipients.

**FIGURE 2:**
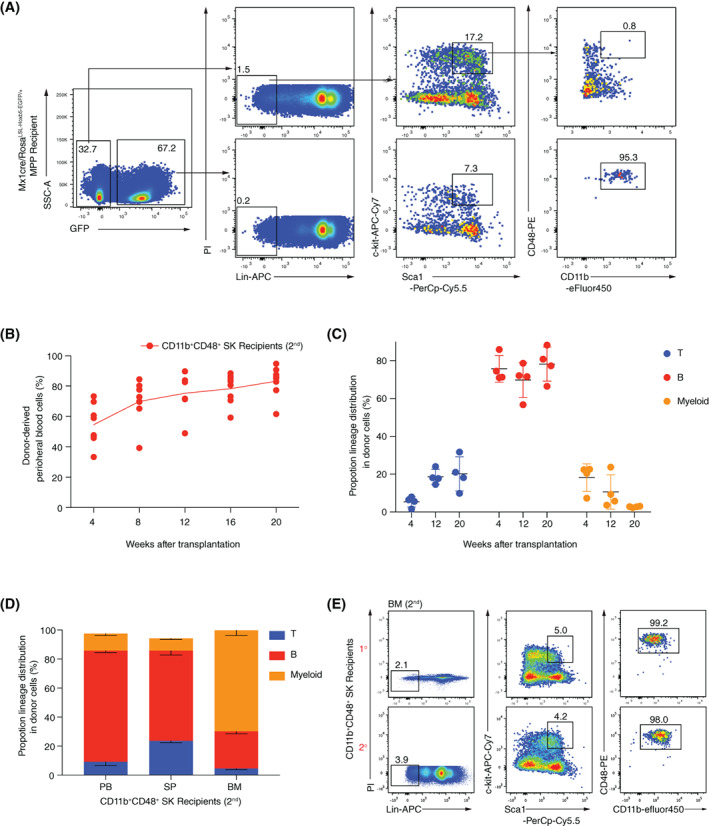
A *de novo* CD11b^+^CD48^+^SK cell population reconstitutes haematopoiesis in secondary recipients. (A) FACS analysis of the donor‐derived BM progenitors in the primary recipients at Week 20 post‐transplantation. Antibodies of lineages (CD2^−^CD3^−^CD4^−^CD8^−^Gr1^−^B220^−^Ter119^−^) (Lin), Sca1, c‐kit, CD11b and CD48 were stained the BM of Mx1cre/Rosa^LSL‐Hoxb5‐EGFP/+^ MPP recipients. CD11b^+^CD48^+^SK cells were defined as CD45.2^+^GFP^+^Lin^−^Sca1^+^c‐kit^+^CD48^+^CD11b^+^ were sorted from the primary recipients at Week 20 post‐transplantation and retro‐orbitally transplanted into the lethally irradiated secondary recipients (CD45.1^+^, C57BL/6 background, 2000 cells/mouse). (B) Chimeras curves of the donor cells to the peripheral blood (PB) cells of the secondary recipients (*n* = 7, as indicated by the red dot). For the secondary transplantation, CD11b^+^CD48^+^SK cells were retro‐orbitally injected into the lethally irradiated recipients (9.0 Gy, 2000 cells/mouse). The donor‐derived cells (CD45.2^+^GFP^+^) in the PB were analysed every 4 weeks post‐transplantation. (C) Lineage distribution in PB of the secondary recipients (*n* = 4) at weeks 4, 12 and 20 post‐transplantation. Proportions of the CD3^+^ (T), CD19^+^ (B) and CD11b^+^ (myeloid) in donor‐derived cells were analysed. Each symbol represents an individual host mouse. (D) Lineage distribution of the recipients (*n* = 3) at Week 24 after CD11b^+^CD48^+^SK cell transplantation. Columns shown are percentages of donor‐derived T cells (CD3^+^), B cells (CD19^+^) and myeloid cells (CD11b^+^ or Gr1^+^) in PB, spleen (SP) and bone marrow (BM). (E) Immunophenotypes of the donor‐derived CD11b^+^CD48^+^SK cells in the bone marrow (BM) of the secondary recipients (two representative mice)

To assess the long‐term haematopoiesis of the CD11b^+^CD48^+^SK cells, we performed a third round of transplantation using the total BM cells of the CD11b^+^CD48^+^SK cells secondary recipients (10 million/mouse, *n* = 6). The contribution of CD45.2^+^GFP^+^ donor cells to peripheral blood was measured at Weeks 8, 16, 20, 26 and 32 after transplantation. All the recipients were reconstituted with the CD45.2^+^GFP^+^ cells with a ratio range of 48.7%–74.2% at Week 8 post‐transplantation, and the average ratio was still as high as 49% at Week 32 after transplantation (Figure 3A). Moreover, the donor‐derived cell ratio has no significant difference (*p* = .075) at Week 32 compared with Week 8 post‐transplantation (Figure 3B). Meanwhile, the donor‐derived cells also showed multilineage distributions in PB at Weeks 8 and 20 post‐transplantation (Figure 3C). Furthermore, the average ratios of T cells (CD3^+^) were 7.1% (Week 8, *n* = 6), 17.4% (Week 20, *n* = 6) and 16.1% (Week 32, *n* = 6). The average ratios of B cells (CD19^+^) were 83.2% (Week 8, *n* = 6), 76.5% (Week 20, *n* = 6) and 82.8% (Week 32, *n* = 6). As for myeloid cells (CD11b^+^ or Gr1^+^), the average ratios were 11.1% (Week 8, *n* = 6), 10.6% (Week 20, *n* = 6) and 7.7% (Week 32, *n* = 6) post‐transplantation in PB, respectively (Figure 3D). Collectively, these results indicate that the CD11b^+^CD48^+^SK cells can sustain a long‐term haematopoiesis in serial transplantation settings.

**FIGURE 3:**
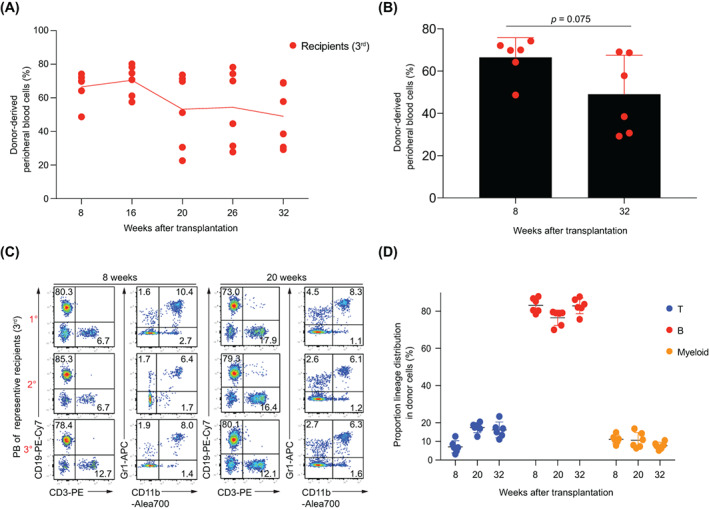
CD11b^+^CD48^+^SK cells still maintained the repopulation capacity in the third transplantation recipients. (A) Chimeric curves of the donor cells in PB of the secondary recipients (*n* = 6, as indicated by the red dot). Donor‐derived cells (CD45.2^+^GFP^+^) in PB were analysed at weeks 8, 16, 20, 26 and 32 post‐transplantation. For the third transplantation, recipients (CD45.1^+^, C57BL/6 background) were lethally irradiated and then were retro‐orbitally injected with the nucleated BM cells (10 million/mouse) isolated from the secondary recipients. (B) Comparison of the donor‐derived cells (CD45.2^+^GFP^+^) at Weeks 8 and 32 post‐transplantation. Mean ± SD, no significant difference, *p* = 0.075, independent samples *t*‐test. (C) Representative FACS analysis (*n* = 3, as indicated by the red dot) of the PB from the third transplantation recipients (3rd) after transplanting with the total BM cells of the secondary recipients at Weeks 8 and 20 post‐transplantation. (D) Lineage distribution in PB of the third recipients (*n* = 6) at Weeks 8, 20 and 32 post‐transplantation. Proportions of CD3^+^ (T), CD19^+^ (B), CD11b^+^or Gr1^+^ (myeloid) in donor‐derived cells were analysed. Each symbol represents an individual host mouse

### 3.3 Characterization of CD11b ^+^ CD48 ^+^ SK cells at transcriptome level

To investigate the underlying molecular mechanisms, we characterized the CD11b^+^CD48^+^SK cells (*n* = 47) at transcriptome levels by single‐cell RNA‐seq analysis. 

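Single cells of 4 populations were sorted, and their cDNA was amplified and sequenced. The authors aligned the reads with HISAT2 and estimated the level of each gene with StringTie in TPM, a unit that scales every cell to the same sum. The deposited table lists 14825 genes, and 47 CD11b+CD48+SK cells from primary recipients at Week 8 post-transplantation were used here with 41 WT-MPP cells and 36 BM HSC from 8-week-old mice and 56 FL HSC from embryos at Day 14.5. A further column named as a WT-MPP cell has no sample of its own and was not used here. No animal is named for any cell, so each population counted as 1 sample, and no p-value, standard error or number of changed genes is given between populations. Differences were taken between the means over cells of log2(TPM+1), over the 10856 genes at a TPM of 1 or more in at least 10% of the cells of at least 1 population. The pseudocount of 1 makes the differences of genes at low levels smaller.

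TPM keeps no read counts, so the depth of each cell is unknown. The number of genes at a TPM of 1 or more had a median of 4514 per CD11b+CD48+SK cell (3039 to 6791), 3844 per WT-MPP cell (2615 to 4751), 4441.5 per BM HSC (2479 to 5861) and 5206.5 per FL HSC (3974 to 6789). Over the filtered genes, the median difference of the CD11b+CD48+SK cells was 0.21 from WT-MPP, -0.001 from BM HSC and -0.32 from FL HSC. With each cell scaled by the median ratio of its expressed genes to the mean over cells, these medians became -0.06, -0.16 and -0.24. The CD11b+CD48+SK cells also differed from WT-MPP in having passed through transplantation, an irradiated host and pIpC, and transplanted control MPP are not among the 4 populations.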

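The genes of the surface markers used for sorting were read in the same cells, as the share of cells at a TPM of 1 or more. Cd48 was present in 100% of the CD11b+CD48+SK cells (95% exact interval 92.5 to 100%), 17.1% of WT-MPP (7.15 to 32.1%), 2.78% of BM HSC (0.0703 to 14.5%) and 17.9% of FL HSC (8.91 to 30.4%). Itgam, which encodes CD11b, was present in 36.2% of the CD11b+CD48+SK cells (22.7 to 51.5%), 4.88% of WT-MPP, 2.78% of BM HSC and 16.1% of FL HSC (7.62 to 28.3%). Slamf1, which encodes CD150, was present in 6.38% of the CD11b+CD48+SK cells, 7.32% of WT-MPP, 63.9% of BM HSC and 55.4% of FL HSC. The share for Flt3, which encodes CD135, was 87.2% in the CD11b+CD48+SK cells, 75.6% in WT-MPP, 25% in BM HSC and 53.6% in FL HSC. For Kit it was 70.2% in the CD11b+CD48+SK cells and between 85.4 and 86.1% in the other populations. Ly6a, which encodes Sca1, was present in 91.1% or more of the cells of every population, and Cd34, which is in the hand-written list although the paper's text names no antibody to CD34, in 88.9% or more. Over the 7 genes of the list, the median difference of the CD11b+CD48+SK cells was 0.48 from WT-MPP, which is the value of Cd34 itself, 1.47 from BM HSC and 0.95 from FL HSC.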

Meanwhile, we also performed single‐cell RNA‐seq of the BM HSC (*n* = 36, Rosa^LSL‐Hoxb5‐EGFP/+^, 8‐week old), WT‐MPP (*n* = 42, Rosa^LSL‐Hoxb5‐EGFP/+^ mice, 8‐week old) and FL HSC (*n* = 56, Rosa^LSL‐Hoxb5‐EGFP/+^ mice, Day 14.5 embryo) (Figure S1D) for comparisons. 

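The separation of the populations was measured by nearest neighbours. Cells were placed in the first 10 principal components of log2(TPM+1) over the 2000 genes of largest variance, and the 10 nearest cells of each cell were counted by population. Of the neighbours of CD11b+CD48+SK cells, 98.3% were CD11b+CD48+SK cells, 1.49% were WT-MPP, 0.213% were BM HSC and none were FL HSC. The CD11b+CD48+SK cells made up 25.7% of the other cells, the share that random placement would give. For FL HSC, the share of neighbours from the own population was 99.8%. WT-MPP and BM HSC mixed more, with 74.9% own neighbours and 22% BM HSC for WT-MPP, and 75% own neighbours and 21.9% WT-MPP for BM HSC. The alternative that moved the share of the CD11b+CD48+SK cells most was the use of 36 cells per population, with 97.5% as the median of 100 random draws. Each population was sampled once, so its cells also share their collection.

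**Figure D1:**
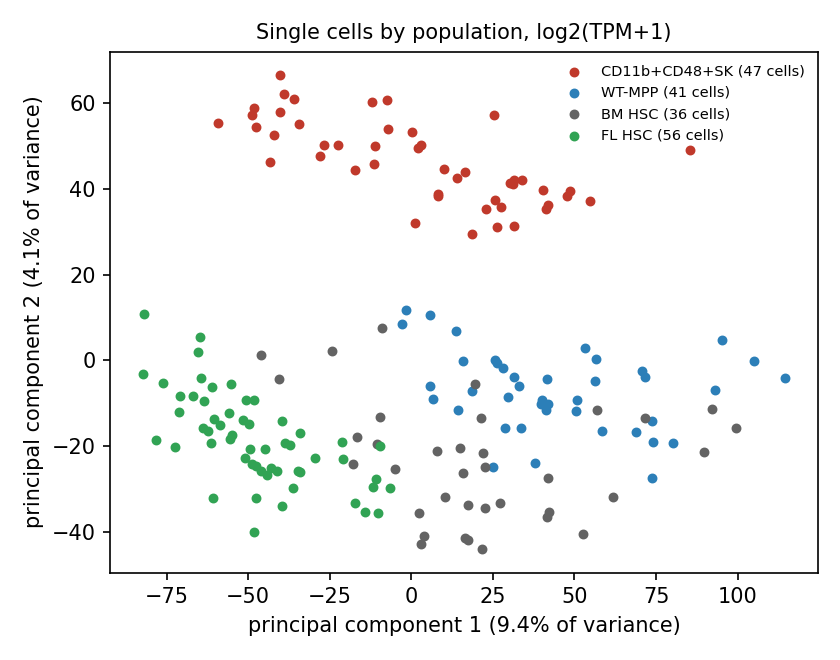
Each point is 1 cell, placed by the first and second principal components, which held 9.38 and 4.09% of the variance of log2(TPM+1). Colours give the 4 populations, and the CD11b+CD48+SK cells lie at the upper end of the second component.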

To unbiasedly cluster the four HSPC populations, UMAP analysis was performed and the results illustrated that CD11b^+^CD48^+^SK cells were artificially unique and distinct from natural FL HSC, BM HSC and WT‐MPP (Figure 4A). 

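Mean TPM over the cells of each population was correlated across the 14825 listed genes, which are not independent replicates. Spearman's rho between the CD11b+CD48+SK cells and WT-MPP was 0.885. Among the settings tried, the median TPM over cells in place of the mean, chosen after the first values were seen, moved it most, to 0.831. Between random groups of 18 WT-MPP cells without shared cells, rho was 0.877 (median of 100 draws, 0.871 to 0.887), and between such groups of CD11b+CD48+SK cells 0.914 (0.907 to 0.926). With the same number of cells, rho between the CD11b+CD48+SK cells and WT-MPP was 0.843 (0.828 to 0.858), below both. The paper's text names the Spearman coefficient and the cor() function of R, but not the genes or the mean that entered it.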

The co‐efficiency value between CD11b^+^CD48^+^SK cells and WT‐MPP is 0.988. 

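Across the same genes, rho was 0.882 for the CD11b+CD48+SK cells with FL HSC and 0.86 with BM HSC. Random groups of 18 FL HSC correlated with other FL HSC at 0.913 (0.906 to 0.92) and with 18 CD11b+CD48+SK cells at 0.846 (0.835 to 0.856).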

And the one between CD11b^+^CD48^+^SK cells and FL HSC is 0.987. CD11b^+^CD48^+^SK cells are even closer to WT‐MPP rather than FL HSC (Figure 4B). 

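The coefficient of the CD11b+CD48+SK cells with WT-MPP exceeded the coefficient with FL HSC by 0.003. With 36 cells per population, this difference lay between 0.00133 and 0.0112 and above 0 in 100 of 100 random draws. With 18 cells per population, it was above 0 in 35 of 100 draws. The order also turned around in settings chosen after the first values were seen. Over the 2547 genes at a TPM of 1 or more in at least 50% of the cells of every population, the difference was -0.0295, and over the 5517 genes with a mean TPM of 10 or more in every population it was -0.0377. Over the 341 genes above 0 in every cell it was -0.0189, with the median TPM over cells -0.0113, with Pearson's coefficient of mean TPM -0.00394, and with Pearson's coefficient of log2 of the mean TPM plus 1 -0.00689. Of the 6 pairs of populations, WT-MPP and BM HSC had the highest rho over all listed genes at 0.906. It was 0.874 for WT-MPP with FL HSC and 0.884 for BM HSC with FL HSC.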

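Genes were ranked by the smallest of the differences in mean log2(TPM+1) between the CD11b+CD48+SK cells and each other population, since 1 sample per population allows no test. Among the 3884 genes at a TPM of 1 or more in at least 50% of the CD11b+CD48+SK cells, 1065 were higher there than in each other population. The smallest difference was 9.13 for Cd48, which the cells were sorted on, 8.19 for Cst7, 6.56 for Cd52, 6.37 for Nkg7 and 6.23 for Lat2. It was 6.10 for Dntt, 6.08 for Gpr97, 5.67 for Tespa1 and 5.56 for Ccl9. With log2 of the mean TPM plus 1, 5 of the 10 highest genes remained among them, the alternative that changed the list most.

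Hand-written gene lists stood in for gene ontology terms. The median difference of each list was set against 10000 random lists in which each gene was replaced by 1 of its 100 neighbours in mean expression, and the percentile among them describes these libraries only. DNA replication genes (53 genes) had a median difference from WT-MPP of 2.28 (percentile 100), from BM HSC of 1.34 (percentile 100) and from FL HSC of -0.23 (percentile 97.98). The difference from WT-MPP moved most under a pseudocount of 10, to 1.20. Ribosome biogenesis genes (48 genes) differed from WT-MPP by 0.94 (percentile 99.5), from BM HSC by 0.32 (percentile 83.4) and from FL HSC by -0.33 (percentile 86.3). Their difference from WT-MPP nearly vanished with log2 of the mean TPM plus 1, at 0.03. For cytosolic ribosomal protein genes (78 genes) the differences were 0.99, 0.79 and 0.44, and the difference from WT-MPP became -0.07 with cells scaled by the median ratio. T-cell activation genes (20 of 42 passed the filter) differed from WT-MPP by 0.32 (percentile 58.8), from BM HSC by 0.30 (percentile 88.6) and from FL HSC by -0.19 (percentile 78.6). Their difference from WT-MPP turned to -0.30 with log2 of the mean TPM plus 1 and to -0.32 with the median ratio. Satb1 and Runx3 in that list are also genes that the paper names from these cells. Cd3d or Cd3g was present in 2.13% of the CD11b+CD48+SK cells (95% exact interval 0.0539 to 11.3%). MHC class II genes (9 genes) differed by 0.89 (percentile 94.7), 1.61 and 2.75, and from WT-MPP by -0.36 with log2 of the mean TPM plus 1. Interferon-stimulated genes (33 genes) were lower in the CD11b+CD48+SK cells, by a median of -0.70 from WT-MPP, -0.43 from BM HSC and -0.75 from FL HSC.

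**Figure D2:**
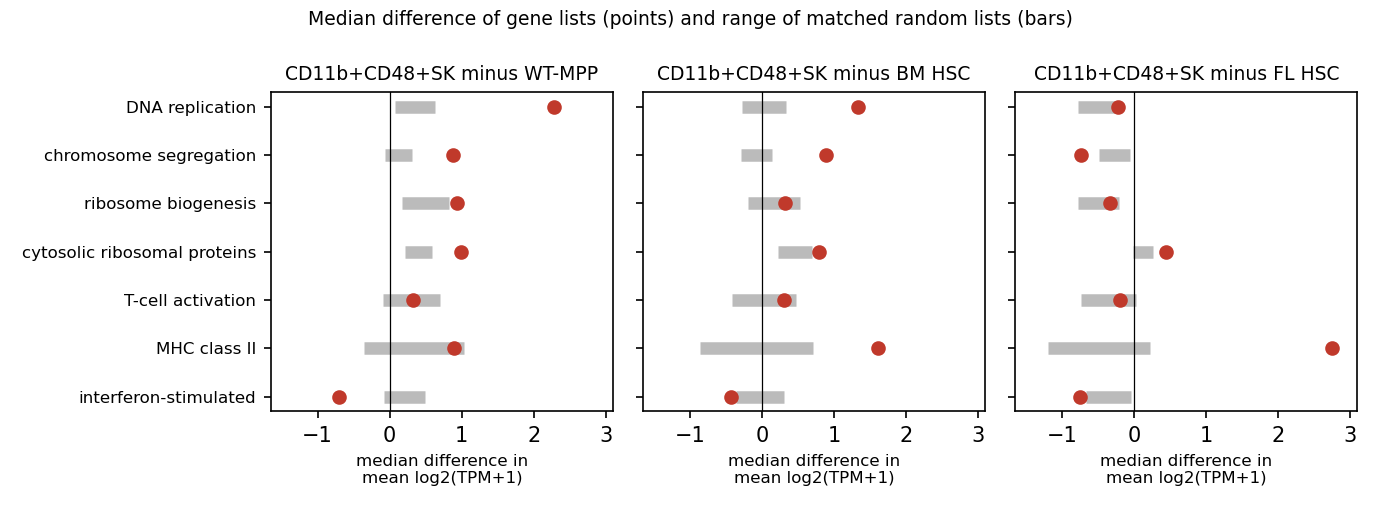
Points give the median difference in mean log2(TPM+1) of each gene list between the CD11b+CD48+SK cells and the population named above each panel, and bars the central 95% of matched random lists. DNA replication lies at 2.28 against WT-MPP, to the right of its bar, and interferon-stimulated genes at -0.70, to the left of theirs.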

To further investigate the underlying mechanisms of Hoxb5‐induced CD11b^+^CD48^+^SK cells in long‐term transplantation, we performed differential gene expression analysis of CD11b^+^CD48^+^SK cells with other three populations (FL HSC, BM HSC and WT‐MPP) (Figure 4C), and gene‐ontology (GO) analysis showed that the upregulated genes (adjusted *p* value <0.05) in CD11b^+^CD48^+^SK cells were related to translation‐regulation pathways, T‐cell activation and DNA replication pathways (Figure 4D). 

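Because cells are not replicates, the sets were taken by size, as the 200 genes with the largest positive and the 200 with the largest negative difference in mean log2(TPM+1) between FL HSC and WT-MPP. The median of these differences was 3.72 in the first set and -1.76 in the second. Among the largest were 9.55 for Hbb-b2, 7.80 for Beta-s, 7.22 for Hbb-b1 and 6.59 for Cnn3. At the other end were Myl10 at -9.02, Rgs1 at -7.47, H2-Q7 at -7.36, H2-DMa at -6.52 and Pisd-ps1 at -5.71. The H2-Q and Pisd genes have near-identical copies between which the authors' estimation could have divided reads. Of the genes in the first set, 21 belong to the cell cycle, DNA replication or chromosome segregation lists, and of the second set 0.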

To further dissect the transcriptome signatures of CD11b^+^CD48^+^SK cells, we enriched the differentially expressed genes (adjusted *p* value <0.05) between FL HSC and WT‐MPP. The up‐ and downregulated differential expressed genes enriched above were respectively used as gene sets for Gene set enrichment analysis (GSEA) of CD11b^+^CD48^+^SK cells and WT‐MPP (Figure 4E,F). The results showed that the upregulated genes were enriched in the CD11b^+^CD48^+^SK cells (Figure 4E). 

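In the CD11b+CD48+SK cells, the 200 genes highest in FL HSC over WT-MPP differed from WT-MPP by a median of 1.90. Matched random lists lay between 0.35 and 0.66, and none of the 10000 reached the set's median. Of these genes, 162 were higher in the CD11b+CD48+SK cells than in WT-MPP, the running enrichment score was 0.729, and 131 genes formed the leading edge. Ranking the set by the difference in the share of cells moved the median most, to 1.02. Without cell cycle, DNA replication and chromosome segregation genes the median was 1.60. The 200 genes lowest in FL HSC differed by a median of -0.81, against 0.26 to 0.55 for matched lists, with an enrichment score of -0.575 and 139 genes lower in the CD11b+CD48+SK cells.

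The set and the comparison share the WT-MPP cells, which alone moves both medians away from 0. An unchanged group made of 1 random part of the WT-MPP cells, set against the other part that had also entered the set, gave a median of 0.67 (0.15 to 1.41 over 100 splits) for the first set and -0.60 (-1.11 to -0.09) for the second. With the set taken from 1 such part and the comparison from the other, the medians were 1.23 (0.98 to 1.55) and -0.29 (-0.60 to -0.04).

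**Figure D3:**
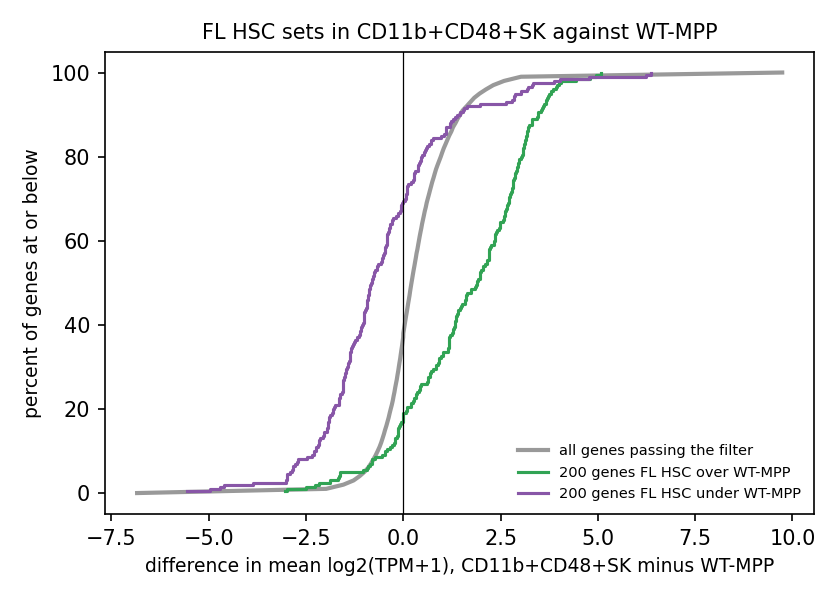
The horizontal axis is the difference in mean log2(TPM+1) between the CD11b+CD48+SK cells and WT-MPP, and the vertical axis the percent of genes at or below it. The curve of the 200 genes highest in FL HSC crosses 50% at a median of 1.90, that of the 200 lowest at -0.81, and that of all genes passing the filter at 0.21.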

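The corresponding sets between FL HSC and BM HSC began with Hbb-b2 at 9.10, Beta-s at 8.10, Hbb-b1 at 7.49, Hist1h2ao at 6.52 and Cnn3 at 6.22. The lowest were Myl10 at -7.87, H2-Q7 at -7.59, Sult1a1 at -6.10, Egr1 at -6.07 and Pisd-ps1 at -5.76. The median difference between FL HSC and BM HSC was 3.23 in the first set and -2.08 in the second. Each set shared 85 of its 200 genes with its counterpart from WT-MPP. Genes of the cell cycle, DNA replication and chromosome segregation lists numbered 14 in the first set and 1 in the second.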

Meanwhile, we also enriched the up‐ and downregulated differential expressed genes (adjusted *p* value <0.05) between FL HSC and BM HSC for GSEA between CD11b^+^CD48^+^SK cells and BM‐HSC. 

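Between the CD11b+CD48+SK cells and BM HSC, the 200 genes highest in FL HSC over BM HSC differed by a median of 1.55, with matched lists between -0.10 and 0.27. The enrichment score was 0.764, 125 genes formed the leading edge, and 175 genes were higher in the CD11b+CD48+SK cells. For the 200 genes lowest in FL HSC the median was -1.85 (matched lists -0.10 to 0.22), the enrichment score -0.793, and 176 genes were lower. With BM HSC divided at random between set and comparison, the medians were 0.97 (0.55 to 1.29) and -1.26 (-1.52 to -0.93), while an unchanged group gave 0.68 (0.19 to 1.35) and -0.70 (-1.22 to -0.20). The legends of Figure 4G,H name WT-MPP as the compared population. Against WT-MPP, the same sets had medians of 1.17 and -0.58 and enrichment scores of 0.670 and -0.615.

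**Figure D4:**
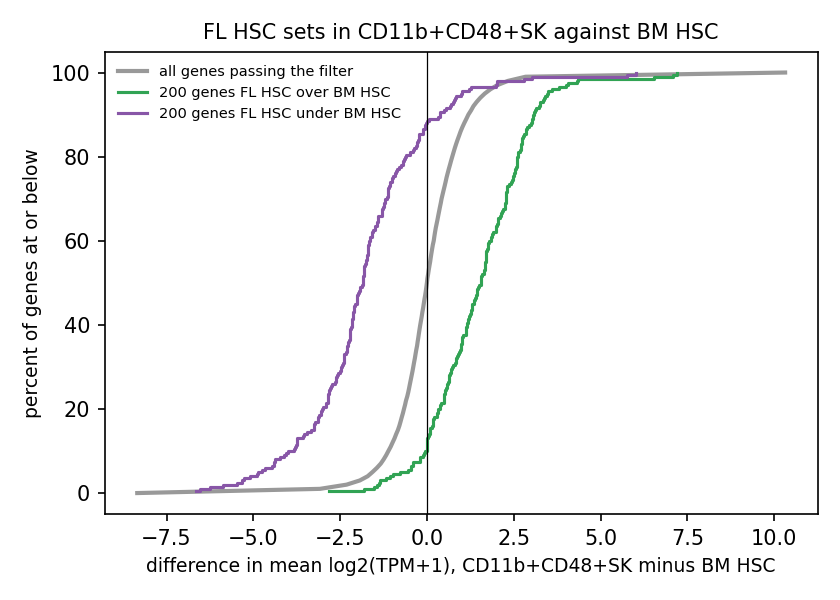
The difference in mean log2(TPM+1) between the CD11b+CD48+SK cells and BM HSC is on the horizontal axis, and the percent of genes at or below it on the vertical axis. The curve of the 200 genes highest in FL HSC over BM HSC crosses 50% at a median of 1.55 and that of the 200 lowest at -1.85.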

The GSEA suggested that the upregulated genes in FL HSC were also enriched in the CD11b^+^CD48^+^SK cells (Figure 4G,H). Moreover, we combined the leading edge genes upregulated in FL HSC compared with WT‐MPP or BM HSC and performed heatmap analysis for the four populations. 

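The leading edges of the sets highest in FL HSC over WT-MPP (131 genes) and over BM HSC (125 genes) held 212 genes together, of which 44 were in both. The median over these genes of mean log2(TPM+1) was 4.90 in the CD11b+CD48+SK cells, 6.17 in FL HSC, 2.67 in WT-MPP and 3.21 in BM HSC. Per gene, the CD11b+CD48+SK cells differed from FL HSC by a median of -1.10 (quartiles -1.78 and -0.54), and 196 genes (92.5%) were lower in the CD11b+CD48+SK cells. For 94 genes (44.3%) the difference was within 1 of 0. Matched random lists had a median difference from FL HSC of -0.65 (-0.80 to -0.50). The alternative that moved the difference most was a pseudocount of 10, with -0.61. The genes were chosen on the same cells that are compared here, and with genes chosen on a random part of the CD11b+CD48+SK cells and FL HSC and compared on the rest, a setting added after the first value was seen, the median was -0.84 (-1.40 to -0.35 over 100 splits). It lay below the central 95% of matched lists in 54 of these splits. Each split still chose genes for being high in FL HSC, which can itself place the CD11b+CD48+SK cells below FL HSC.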

The results showed that the expression levels of these genes in CD11b^+^CD48^+^SK cells were equivalent to those in FL HSC (Figure S1E). 

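Of the 53 DNA replication genes that passed the filter, 14 were in the leading edge, where random gene lists matched on mean expression held a median of 2 and at most 8. For chromosome segregation, 4 of 48 genes were in the leading edge, against a median of 0 and at most 5. The S-phase list had 10 of 42 genes there and the G2M list 7 of 52. None of the 48 ribosome biogenesis genes and none of the 78 cytosolic ribosomal protein genes was in the leading edge. In all, 24 of the 212 genes belonged to any of the cell cycle, DNA replication and chromosome segregation lists.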

We further performed GO analysis using the leading edge genes and observed that they were involved in cell proliferation processes of DNA replication and chromosome segregation (Figure S1F). Besides the higher expression of Hoxb5 in CD11b^+^CD48^+^SK cells and FL HSC when compared with BM HSC and WT‐MPP, several genes regulating the cell cycle and haematopoiesis were also upregulated, including *Birc5*,^22^ *Gmnn*,^23^ *Cdt1*,^23^ *Cdc45* ^24^ and *Gins1* ^25^ (Figure S1G). Furthermore, the essential genes in regulating HSC homeostasis or development, including *Cdk6*,^26^ *Satb1*,^27^, ^28^ *Runx3*,^29^ and *Mybl2* ^30^, ^31^, were exclusively upregulated in CD11b^+^CD48^+^SK cells (Figure S1H). Thus, despite CD11b^+^CD48^+^SK cells demonstrating coefficiency with natural MPP cells, they also share some common features with FL HSC, which might account for their acquired self‐renewal ability.

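Hoxb5, which lies on the plus strand of chromosome 11 from 96303336 to 96306121 in the GENCODE M21 annotation of GRCm38, was at a mean of 69.8 TPM in the CD11b+CD48+SK cells, 21.7 TPM in FL HSC, 16.1 TPM in BM HSC and 12.4 TPM in WT-MPP. It was at a TPM of 1 or more in 91.5% of the CD11b+CD48+SK cells (95% exact interval 79.6 to 97.6%), 57.1% of FL HSC (43.2 to 70.3%), 22.2% of BM HSC (10.1 to 39.2%) and 17.1% of WT-MPP (7.15 to 32.1%). The difference in mean log2(TPM+1) was 4.43 between the CD11b+CD48+SK cells and WT-MPP and 1.82 between FL HSC and WT-MPP. A pseudocount of 0.1 moved the former most, to 6.88. The table gives 1 value per gene, so transcripts of the inserted Hoxb5 and of the endogenous gene are not told apart. Among the neighbouring genes, Hoxb2 was present in 0 of the 47 CD11b+CD48+SK cells, which allows a share of up to 7.55% of cells, and in 22% of WT-MPP. The differences of Hoxb3, Hoxb4, Hoxb6, Hoxb7, Hoxb8 and Hoxb9 between the CD11b+CD48+SK cells and WT-MPP were 0.01, -0.17, 0, 0, 0 and 0.

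Over WT-MPP, the CD11b+CD48+SK cells differed by 3.75 for Cdt1, 3.70 for Gmnn, 3.25 for Gins1, 2.33 for Birc5 and 2.33 for Cdc45. The differences of FL HSC over WT-MPP were 4.20, 5.06, 2.26, 2.85 and 2.52 in that order. Birc5 was present in 40.4% of the CD11b+CD48+SK cells (26.4 to 55.7%), 37.5% of FL HSC (24.9 to 51.5%), 9.76% of WT-MPP (2.72 to 23.1%) and 0 of 36 BM HSC, which allows up to 9.74%. The share of cells with Gmnn was 76.6% in the CD11b+CD48+SK cells, 83.9% in FL HSC, 30.6% in BM HSC and 12.2% in WT-MPP. For Cdt1 the shares were 66%, 62.5%, 19.4% and 4.88%, for Cdc45 48.9%, 44.6%, 13.9% and 7.32%, and for Gins1 51.1%, 37.5%, 5.56% and 4.88%. Over the 6 genes of Figure S1G, the median difference of the CD11b+CD48+SK cells was 3.48 from WT-MPP, 2.64 from BM HSC and -0.32 from FL HSC.

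**Figure D5:**
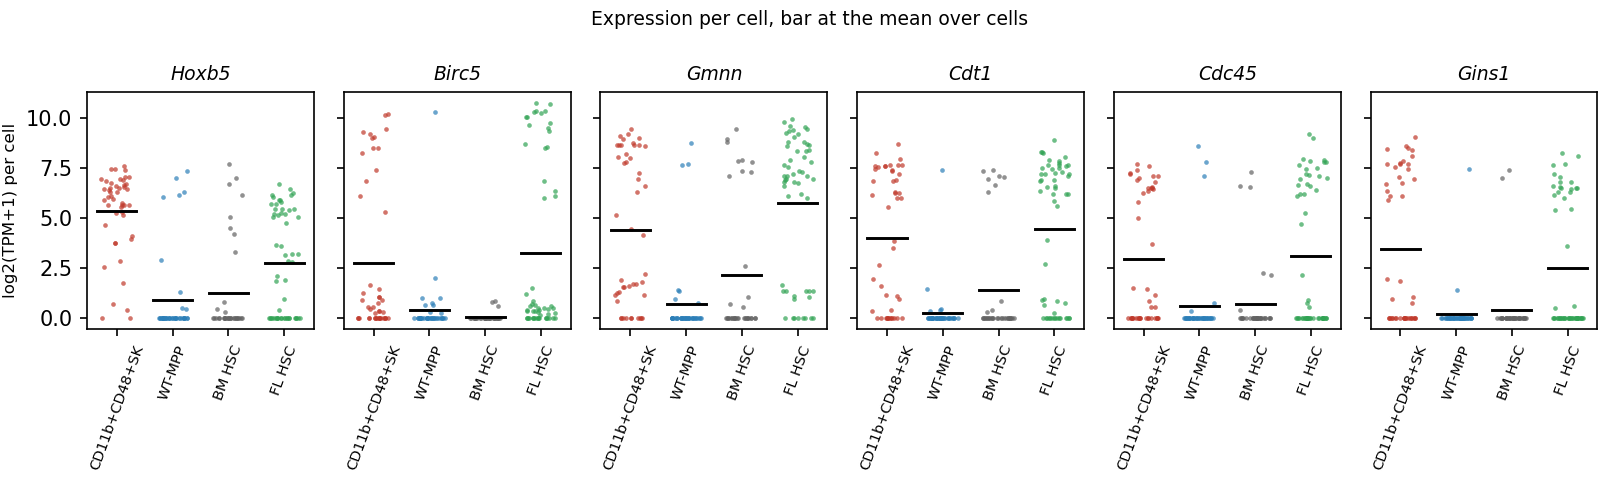
Each point is log2(TPM+1) of 1 cell, by population, in 1 panel per gene, and the bar is the mean over cells. For Hoxb5 the bars lie at 5.36 in the CD11b+CD48+SK cells, 2.75 in FL HSC, 1.28 in BM HSC and 0.93 in WT-MPP.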

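Cdk6 was at a TPM of 1 or more in 85.1% of the CD11b+CD48+SK cells (95% exact interval 71.7 to 93.8%), 19.6% of FL HSC (10.2 to 32.4%), 16.7% of BM HSC (6.37 to 32.8%) and 12.2% of WT-MPP (4.08 to 26.2%). Satb1 was present in 72.3% of the CD11b+CD48+SK cells (57.4 to 84.4%), 19.6% of FL HSC, 14.6% of WT-MPP and 2.78% of BM HSC. Runx3 was present in 51.1% of the CD11b+CD48+SK cells (36.1 to 65.9%), 16.7% of BM HSC, 12.2% of WT-MPP and 3.57% of FL HSC. For Mybl2 the shares were 38.3% of the CD11b+CD48+SK cells (24.5 to 53.6%), 25% of FL HSC (14.4 to 38.4%), 5.56% of BM HSC and 2.44% of WT-MPP.

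The difference in mean log2(TPM+1) of the CD11b+CD48+SK cells for Cdk6 was 4.65 from WT-MPP, 4.47 from BM HSC and 4.68 from FL HSC. For Satb1 it was 3.14, 3.77 and 2.99 in the same order, for Runx3 1.91, 1.75 and 2.45, and for Mybl2 1.80, 1.60 and 0.68. Mybl2 differed by 1.12 between FL HSC and WT-MPP. The median over the 4 genes was 2.52 from WT-MPP, 2.76 from BM HSC and 2.72 from FL HSC.

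**Figure D6:**
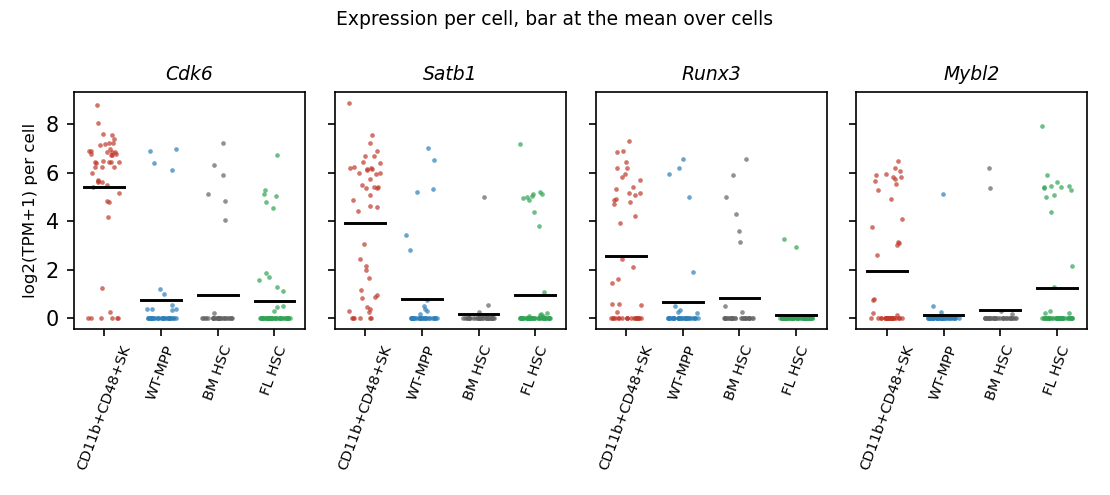
Points are log2(TPM+1) of single cells by population, with 1 panel per gene and bars at the mean over cells. The bars of Mybl2 lie at 1.94 in the CD11b+CD48+SK cells, 1.26 in FL HSC, 0.34 in BM HSC and 0.14 in WT-MPP.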

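The features set beside each other were also read from gene lists. The S-phase list had a median difference of 2.06 between the CD11b+CD48+SK cells and WT-MPP and of 1.34 from BM HSC. Its difference from FL HSC was -0.03, and 0.12 with cells scaled by the median ratio. The G2M list differed by 0.88 from WT-MPP, 0.65 from BM HSC and -0.57 from FL HSC. The chromosome segregation list differed by 0.87, 0.89 and -0.74 in the same order. Against FL HSC these lists parted among matched random lists. The S-phase list lay at percentile 99.81, the G2M list at 0.24 and the chromosome segregation list at 0.01. A list of 23 adult HSC genes had median differences of -1.07 from WT-MPP, -3.63 from BM HSC and -2.46 from FL HSC, below all matched random lists in each comparison. For 10 fetal genes the median difference was 0 from WT-MPP, -0.13 from BM HSC and -2.13 from FL HSC. At least 1 of Igf2bp1, H19, Igf2 and Dlk1, genes of that list chosen after their values were seen, was present in 94.6% of FL HSC (95% exact interval 85.1 to 98.9%) and in 0 of 47 CD11b+CD48+SK cells. The paper states that the CD11b+CD48+SK cells have common features with FL HSC despite their correlation with WT-MPP, and it proposes that these features might account for the self-renewal the cells acquired.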

**FIGURE 4:**
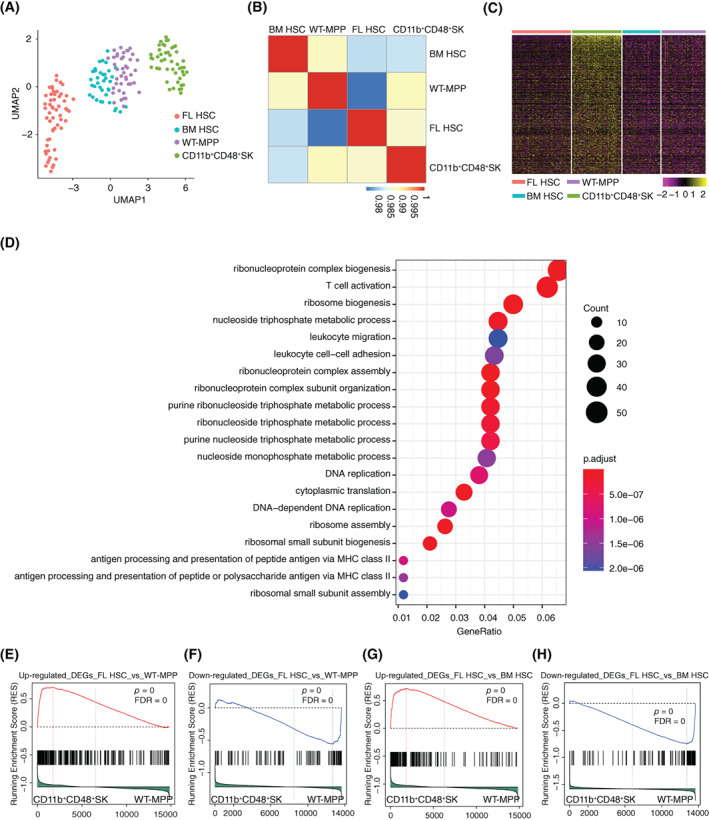
Characterization of CD11b^+^CD48^+^SK cells at single‐cell resolution. (A) UMAP analysis of the WT‐MPP (*n* = 42), BM HSC (*n* = 36), FL HSC (*n* = 56) and CD11b^+^CD48^+^SK cells (*n* = 47). Each colour represents one of the four cell populations. (B) Spearman correlation analysis of the WT‐MPP, BM HSC, FL HSC and CD11b^+^CD48^+^SK cells. (C) Heatmap analysis of CD11b^+^CD48^+^SK cells and other three populations (BM HSC, WT‐MPP and FL HSC). Upregulated differential expressed genes of CD11b^+^CD48^+^SK cells were used for plotting. (D) Gene ontology (GO) enrichment analysis of upregulated DEGs (adjusted *p* value <0.05) in (C) of CD11b^+^CD48^+^SK cells. (E) Gene set enrichment analysis of WT‐MPP (*n* = 42) and CD11b^+^CD48^+^SK cells (*n* = 47). The gene set used for analysis was from the upregulated genes in FL HSC (*n* = 56) versus WT‐MPP (*n* = 42) (adjusted *p* value <0.05). (F) Gene set enrichment analysis of WT‐MPP (*n* = 42) and CD11b^+^CD48^+^SK cells (*n* = 47). The gene set used for analysis was from the downregulated genes in FL HSC (*n* = 56) versus WT‐MPP (*n* = 42) (adjusted *p* value <0.05). (G) Gene set enrichment analysis of WT‐MPP (*n* = 42) and CD11b^+^CD48^+^SK cells (*n* = 47). The gene set used for analysis was from the upregulated genes in FL HSC (*n* = 56) versus BM HSC (*n* = 36) (adjusted *p* value <0.05). (H) Gene set enrichment analysis of WT‐MPP (*n* = 42) and CD11b^+^CD48^+^SK cells (*n* = 47). The gene set used for analysis was from the downregulated genes in FL HSC (*n* = 56) versus BM HSC (*n* = 36) (adjusted *p* value <0.05)

## 4 DISCUSSION

In this study, we explored the role of Hoxb5 in the MPP cell context. Hoxb5 expression leads to long‐term haematopoiesis of MPP in serial transplantation settings by generating a population of phenotypic CD11b^+^CD48^+^ SK cells. The Hoxb5‐induced CD11b^+^CD48^+^ SK cells shared mixed features of natural MPP and FL HSC, especially the molecular signatures of cell division and proliferation. The stemness feature is the only functional difference between HSC and their progeny MPP. However, the stemness‐losing mechanism along the differentiation path from HSC to MPP is unknown. The genes which are shut down or downregulated in MPP, such as *Hoxb5*, might be accountable for the loss of stemness from HSC to MPP. Moreover, this maybe indicated by the latest research, which reported that exogeneous Hoxb5 expression confers protection against loss of self‐renewal to Hoxb5‐negative HSC and can partially alter the cell fate of ST‐HSC to that of LT‐HSC.^15^ Despite overexpressing Hoxb5 in MPP generated no phenotypic HSC, the *de novo* CD11b^+^CD48^+^SK cells can sustain long‐term engraftment with full blood lineage differentiation potential. Interestingly, FL HSC shared two features with Hoxb5‐expressing CD11b^+^CD48^+^SK cells, demonstrated by rapid proliferation and expressing CD11b surface marker.^32^, ^33^ But BM HSC lose the expression of CD11b,^1^ which is consistent with their predominant dormancy under homeostasis. Therefore, the expression of CD11b is phenotypically associated with the fast‐expanding features of FL HSC and Hoxb5‐expressing CD11b^+^CD48^+^SK cells. Seemingly, the enforced expression of Hoxb5 in MPP activates a cell division machinery^34^, ^35^ without compromising their multilineage differentiation potential. However, the CD11b^+^CD48^+^SK cells have a differentiation bias towards lymphopoiesis, especially the B lymphopoiesis, which was consistent with the results of Hoxb5‐expressing total BM transplantation from the Vavcre/Rosa^LSL‐Hoxb5‐EGFP/+^ as we previously reported,^14^ which also showed no T lineage‐biased feature. Furthermore, there was also no T lineage‐biased differentiation in CD19cre/Rosa^LSL‐Hoxb5‐EGFP/+^mouse, though T lymphocytes were abundantly produced in the recipients which were transplanted with pro‐pre‐B cells sorted from CD19cre/Rosa^LSL‐Hoxb5‐EGFP/+^ mouse. Hence, these results suggested that Hoxb5 empowers different cell types with different cell fates.

Reportedly, ectopic expression of either Sox17 or miR‐125a in MPP can confer a self‐renewal ability but eventually resulted in haematological malignancies. Sox17 eventually led to leukemogenesis within 374 days after transplantation and MiR‐125a‐induced MPN displayed a complex manner of oncogene dependency.^7^, ^36^ Interestingly, no haematological malignancies were found in the recipients transplanted with the Hoxb5‐expressing MPP. Thus, the self‐renewal feature activated by Hoxb5 might be insulated from oncogenesis.

We also tested the engraftment potential of HOXB5‐expressing human MPP in immunodeficient animals. Unfortunately, the HOXB5‐expressing human MPP failed to recapitulate the long‐term engraftment phenotype of Hoxb5‐expressing murine MPP (data not shown). One possible reason is that the function of HOXB5 is not conservative between human and mouse species. However, we cannot exclude another possibility that HOXB5‐overexpressing human MPP need a humanized bone marrow micro‐environment for HOXB5‐reprgramming, which is not available in current immunodeficient animal models.

In conclusion, our study reveals a rare role of Hoxb5 in empowering self‐renewal capacity on MPP, which provides insights into converting blood progenitors into alternative engraftable cell sources.

## AUTHOR CONTRIBUTIONS

Dehao Huang and Qianhao Zhao are co‐first authors. Jinyong Wang, Fangxiao Hu and Qianhao Zhao designed the project. Fangxiao Hu, Qi Zhang and Dehao Huang conducted all the experiments and data analysis. Mengyun Zhang performed the RNA‐seq experiments and Qitong Weng analysed the RNA‐seq data. Qi Zhang performed a part of the mouse genotype experiments. Kaitao Wang and Qitong Weng performed the irradiation experiments. Hui Cheng, Fang Dong, Fangxiao Hu and Jinyong Wang discussed the data. Fangxiao Hu and Jinyong Wang wrote the manuscript and approved it.

## CONFLICT OF INTEREST

The authors declare that there are no competing financial interests in relation to the work described.

## Supporting information

Figure S1
Click here for additional data file.

## Data Availability

The Raw data of the RNA‐seq analysis was available in the GEO database (GSE 183800). Other data that support the findings of this study are available within the article or available from the authors upon request.

## References

[1] Morrison SJ , Weissman IL . The long‐term repopulating subset of hematopoietic stem cells is deterministic and isolatable by phenotype. Immunity. 1994;1:661‐673. doi:10.1016/1074-7613(94)90037-x 7541305

[2] Seita J , Weissman IL . Hematopoietic stem cell: self‐renewal versus differentiation. Wiley Interdiscip Rev Syst Biol Med. 2010;2:640‐653. doi:10.1002/wsbm.86 20890962PMC2950323

[3] Abkowitz JL , Catlin SN , McCallie MT , Guttorp P . Evidence that the number of hematopoietic stem cells per animal is conserved in mammals. Blood. 2002;100:2665‐2667. doi:10.1182/blood-2002-03-0822 12239184

[4] Bernitz JM , Kim HS , MacArthur B , Sieburg H , Moore K . Hematopoietic stem cells count and remember self‐renewal divisions. Cell. 2016;167:1296, e1210‐1309. doi:10.1016/j.cell.2016.10.022 27839867PMC5115957

[5] Tajer P , Pike‐Overzet K , Arias S , Havenga M , Staal FJT . Ex vivo expansion of hematopoietic stem cells for therapeutic purposes: lessons from development and the niche. Cell. 2019;8(2):169. doi:10.3390/cells8020169 PMC640706430781676

[6] Kumar S , Geiger H . HSC niche biology and HSC expansion ex vivo. Trends Mol Med. 2017;23:799‐819. doi:10.1016/j.molmed.2017.07.003 28801069PMC5600322

[7] He S , Kim I , Lim MS , Morrison SJ . Sox17 expression confers self‐renewal potential and fetal stem cell characteristics upon adult hematopoietic progenitors. Genes Dev. 2011;25:1613‐1627. doi:10.1101/gad.2052911 21828271PMC3182027

[8] Guo S , Lu J , Schlanger R , et al. MicroRNA miR‐125a controls hematopoietic stem cell number. Proc Natl Acad Sci USA. 2010;107:14229‐14234. doi:10.1073/pnas.0913574107 20616003PMC2922532

[9] Gerrits A , Walasek MA , Olthof S , et al. Genetic screen identifies microRNA cluster 99b/let‐7e/125a as a regulator of primitive hematopoietic cells. Blood. 2012;119:377‐387. doi:10.1182/blood-2011-01-331686 22123844

[10] Wojtowicz EE , Walasek MA , Broekhuis MJC , et al. MicroRNA‐125 family members exert a similar role in the regulation of murine hematopoiesis. Exp Hematol. 2014;42:909, e901‐918. doi:10.1016/j.exphem.2014.06.010 25092555

[11] Wojtowicz EE , Lechman ER , Hermans KG , et al. Ectopic miR‐125a expression induces long‐term repopulating stem cell capacity in mouse and human hematopoietic progenitors. Cell Stem Cell. 2016;19:383‐396. doi:10.1016/j.stem.2016.06.008 27424784PMC5500905

[12] Chen JY , Miyanishi M , Wang SK , et al. Hoxb5 marks long‐term haematopoietic stem cells and reveals a homogenous perivascular niche. Nature. 2016;530:223‐227. doi:10.1038/nature16943 26863982PMC4854608

[13] Gulati GS , Zukowska M , Noh JJ , et al. Neogenin‐1 distinguishes between myeloid‐biased and balanced Hoxb5 (+) mouse long‐term hematopoietic stem cells. Proc Natl Acad Sci USA. 2019;116:25115‐25125. doi:10.1073/pnas.1911024116 31754028PMC6911217

[14] Zhang M , Dong Y , Hu F , et al. Transcription factor Hoxb5 reprograms B cells into functional T lymphocytes. Nat Immunol. 2018;19:279‐290. doi:10.1038/s41590-018-0046-x 29434353PMC6190911

[15] Sakamaki T , Kao KS , Nishi K , et al. Hoxb5 defines the heterogeneity of self‐renewal capacity in the hematopoietic stem cell compartment. Biochem Biophys Res Commun. 2021;539:34‐41. doi:10.1016/j.bbrc.2020.12.077 33418191

[16] Pertea M , Pertea GM , Antonescu CM , Chang TC , Mendell JT , Salzberg SL . StringTie enables improved reconstruction of a transcriptome from RNA‐seq reads. Nat Biotechnol. 2015;33:290‐295. doi:10.1038/nbt.3122 25690850PMC4643835

[17] Pertea M , Kim D , Pertea GM , Leek JT , Salzberg SL . Transcript‐level expression analysis of RNA‐seq experiments with HISAT, StringTie and Ballgown. Nat Protoc. 2016;11:1650‐1667. doi:10.1038/nprot.2016.095 27560171PMC5032908

[18] Subramanian A , Tamayo P , Mootha VK , et al. Gene set enrichment analysis: a knowledge‐based approach for interpreting genome‐wide expression profiles. Proc Natl Acad Sci USA. 2005;102:15545‐15550. doi:10.1073/pnas.0506580102 16199517PMC1239896

[19] Yu G , Wang LG , Han Y , He QY . clusterProfiler: an R package for comparing biological themes among gene clusters. Omics. 2012;16:284‐287. doi:10.1089/omi.2011.0118 22455463PMC3339379

[20] Kiel MJ , Yilmaz ÖH , Iwashita T , Yilmaz OH , Terhorst C , Morrison SJ . SLAM family receptors distinguish hematopoietic stem and progenitor cells and reveal endothelial niches for stem cells. Cell. 2005;121:1109‐1121. doi:10.1016/j.cell.2005.05.026 15989959

[21] Adolfsson J , Borge OJ , Bryder D , et al. Upregulation of Flt3 expression within the bone marrow Lin(−)Sca1(+)c‐kit(+) stem cell compartment is accompanied by loss of self‐renewal capacity. Immunity. 2001;15:659‐669. doi:10.1016/s1074-7613(01)00220-5 11672547

[22] Gurbuxani S , Xu Y , Keerthivasan G , Wickrema A , Crispino JD . Differential requirements for survivin in hematopoietic cell development. Proc Natl Acad Sci USA. 2005;102:11480‐11485. doi:10.1073/pnas.0500303102 16055565PMC1183538

[23] Yasunaga S , Ohno Y , Shirasu N , et al. Role of geminin in cell fate determination of hematopoietic stem cells (HSCs). Int J Hematol. 2016;104:324‐329. doi:10.1007/s12185-016-2060-9 27422432

[24] Flach J , Bakker ST , Mohrin M , et al. Replication stress is a potent driver of functional decline in ageing haematopoietic stem cells. Nature. 2014;512:198‐202. doi:10.1038/nature13619 25079315PMC4456040

[25] Ueno M , Itoh M , Sugihara K , Asano M , Takakura N . Both alleles of PSF1 are required for maintenance of pool size of immature hematopoietic cells and acute bone marrow regeneration. Blood. 2009;113:555‐562. doi:10.1182/blood-2008-01-136879 18984863

[26] Scheicher R , Hoelbl‐Kovacic A , Bellutti F , et al. CDK6 as a key regulator of hematopoietic and leukemic stem cell activation. Blood. 2015;125:90‐101. doi:10.1182/blood-2014-06-584417 25342715PMC4281832

[27] Yasui D , Miyano M , Cai S , Varga‐Weisz P , Kohwi‐Shigematsu T . SATB1 targets chromatin remodelling to regulate genes over long distances. Nature. 2002;419:641‐645. doi:10.1038/nature01084 12374985

[28] Will B , Vogler TO , Bartholdy B , et al. Satb1 regulates the self‐renewal of hematopoietic stem cells by promoting quiescence and repressing differentiation commitment. Nat Immunol. 2013;14:437‐445. doi:10.1038/ni.2572 23563689PMC3633104

[29] de Bruijn M , Dzierzak E . Runx transcription factors in the development and function of the definitive hematopoietic system. Blood. 2017;129:2061‐2069. doi:10.1182/blood-2016-12-689109 28179276

[30] Baker SJ , Ma'ayan A , Lieu YK , et al. B‐myb is an essential regulator of hematopoietic stem cell and myeloid progenitor cell development. Proc Natl Acad Sci USA. 2014;111:3122‐3127. doi:10.1073/pnas.1315464111 24516162PMC3939923

[31] Bayley R , Blakemore D , Cancian L , et al. MYBL2 supports DNA double Strand break repair in hematopoietic stem cells. Cancer Res. 2018;78:5767‐5779. doi:10.1158/0008-5472.CAN-18-0273 30082276

[32] Morrison SJ , Hemmati HD , Wandycz AM , et al. The purification and characterization of fetal liver hematopoietic stem cells. Proc Natl Acad Sci USA. 1995;92:10302‐10306. doi:10.1073/pnas.92.22.10302 7479772PMC40784

[33] Kim I , He S , Yilmaz OH , Kiel MJ , Morrison SJ . Enhanced purification of fetal liver hematopoietic stem cells using SLAM family receptors. Blood. 2006;108:737‐744. doi:10.1182/blood-2005-10-4135 16569764PMC1895480

[34] Dalton S . Linking the cell cycle to cell fate decisions. Trends Cell Biol. 2015;25:592‐600. doi:10.1016/j.tcb.2015.07.007 26410405PMC4584407

[35] Gao SW , Liu F . Novel insights into cell cycle regulation of cell fate determination. J Zhejiang Univ Sci B. 2019;20:467‐475. doi:10.1631/jzus.B1900197 31090272PMC6568219

[36] Guo S , Bai H , Megyola CM , et al. Complex oncogene dependence in microRNA‐125a‐induced myeloproliferative neoplasms. Proc Natl Acad Sci U S A. 2012;109:16636‐16641. doi:10.1073/pnas.1213196109 23012470PMC3478612

How the deposited data were processed for this re-analysis (not part of the article)

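Single cells of 4 populations were analysed, each cell being 1 sequenced library. They were 47 CD11b+CD48+SK cells from primary recipients at Week 8 post-transplantation, 41 WT-MPP cells and 36 BM HSC from 8-week-old mice, and 56 FL HSC from embryos at Day 14.5. The authors aligned the reads with HISAT2 (version 2.1.0) and estimated expression with StringTie (version 1.3.4), and the deposited values are TPM. Every cell sums to the same TPM over the listed genes. The table lists 14825 genes, none of them mitochondrially encoded and none at 0 in every cell used. How genes were left out of the table, and the genome build and annotation behind it, are not named in the paper's text. Of the gene symbols, 13671 match a current RefSeq symbol of GRCm38.p6 and 14758 match when older symbols are counted. The table has 181 columns of cells, and 1 column named as a WT-MPP cell, which has no sample of its own, was not used here. The paper gives 42 WT-MPP cells. No cells were filtered out, since every cell had at least 2000 genes at a TPM of 1 or more. Doublets were not sought, because each library came from 1 sorted cell.

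No animal is named for any cell, so each population counted as 1 sample. No test between populations was made and no p-value was computed from cells. A share of cells is given with its 95% exact Clopper-Pearson interval, which covers the counting of cells only. TPM keeps no counts of reads, so the depth per cell is unknown. The number of genes at a TPM of 1 or more is given in its place, and values above 0 but below a TPM of 1 had a median of 699 per CD11b+CD48+SK cell, 1392 per WT-MPP cell, 1445.5 per BM HSC and 699 per FL HSC.

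Computation was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were made with matplotlib 3.10.9. Values were transformed to log2(TPM+1) and averaged over the cells of each population. Genes at a TPM of 1 or more in at least 10% of the cells of at least 1 population were kept, 10856 genes. Neighbours were counted among the 10 nearest cells in 10 principal components over the 2000 genes of largest variance. Spearman's rho was computed on mean TPM across all listed genes. FL HSC sets were the 200 genes of largest positive and negative difference from WT-MPP or BM HSC, and the running enrichment score followed the weighted form of GSEA without a p-value. The median difference of a set or list was placed among 10000 random lists, each gene replaced by 1 of the 50 genes on either side of it in mean expression.

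The paper's differential expression and gene-ontology steps used adjusted p-values over cells and were not repeated. Lists of genes were written by hand for DNA replication, chromosome segregation, S phase, G2M phase, ribosome biogenesis, cytosolic ribosomal proteins, T-cell activation, MHC class II, interferon-stimulated genes, adult HSC, fetal genes, immediate early and heat shock genes, the Hoxb cluster, the sort markers with Cd34, and the markers of erythroid, B, T, myeloid, and mast or basophil cells, together with Xist and the Y-linked genes. Genes were named by a rule: every gene the paper names, the sort markers, the 10 genes of largest smallest difference in the CD11b+CD48+SK cells, the 5 largest differences at each end of each FL HSC set, and members of the reported lists. Some of the genes that the rule names are not reported here. Lists, rule, designs and most alternatives were fixed before the data were examined. The value that stands for the process lists (how many of 9 had a median above 0), for the genes the paper names (how many of 10 were above WT-MPP) and for the highest genes (how many of 10 were shared) was defined afterwards, as were the combinations of genes counted per cell and the tolerance of 0.05 for values read from figures.

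The procedure was tested on simulated data made from the real cells, with 200 genes raised by a log2 change of 3 among 10482 genes in FL HSC and CD11b+CD48+SK cells against WT-MPP. The simulated FL HSC set held 83% of the changed genes, whose percentile among matched lists was 100, while a list of unchanged genes lay at 90.99. Of lists of unchanged genes, 7% lay outside the central 95%. With no gene changed, the set made on shared WT-MPP cells had a median of 0.71, and with separate WT-MPP cells -0.04. Simulated CD11b+CD48+SK cells had 27.4% own-population neighbours with no gene changed and 45.7% with the genes changed.

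Alternatives covered the pseudocount, the averaging, the filter, the number of cells, the scaling of cells, the size and ranking of sets, the cell cycle genes, the number of variable genes and neighbours, and the genes, averages and coefficients entering the correlation. Experiments on transplantation, flow cytometry and qPCR have no expression table and were not analysed here.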

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

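The tests of granulocyte transcripts, of a few cells of another type, of haemoglobin copies and erythroid RNA, of Y-linked reads and of Pisd copies were chosen only after the results were seen, as were Beta-s, Pisd-ps3, Dntt and the Y-linked genes themselves.

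Myeloid marker genes, which the paper does not discuss, were higher in the CD11b+CD48+SK cells than in WT-MPP by a median of 0.94 over 7 genes (percentile 99.4 among matched lists), from BM HSC by 0.81 and from FL HSC by 0.80. Mast and basophil markers were higher by 1.25 over only 4 genes (percentile 100), from BM HSC by 1.23 and from FL HSC by 1.20. The myeloid median is the value of Lyz2, which was present in all cells of every population and differed by -0.10 with the median ratio, and 5 of the 7 genes were higher over WT-MPP. The mast and basophil median lies between Ms4a2 at 0.54 and Mcpt8 at 1.96. The largest differences were those of Mpo, in 91.5% of the CD11b+CD48+SK cells, Ctsg, in 83%, and Cpa3, in 87.2%, while Elane was in 0 of 47. Prtn3, of the same myeloid list, was lower in the CD11b+CD48+SK cells. It differed by -1.25 from WT-MPP, -0.76 from BM HSC and -1.88 from FL HSC. Mature granulocytes would bring S100a8, which was in 10.6% of the CD11b+CD48+SK cells (95% exact interval 3.55 to 23.1%), far fewer than Mpo, so their transcripts are argued against as the main source. S100a8 was in no cell of the other populations, and a small contribution is not excluded. The levels were uneven between cells, with Mpo at 100 TPM or more in 53.2% of the CD11b+CD48+SK cells and Cpa3 in 46.8%. Several measures of whether a few cells of another type carry the lists were tried, and they point apart. Mpo and Cpa3 were present together in 78.7% of the CD11b+CD48+SK cells (64.3 to 89.3%) and 2.44% of WT-MPP, near the 79.8% that their single shares in the CD11b+CD48+SK cells multiply to. In the mean over the list, 57.4% of the CD11b+CD48+SK cells (42.2 to 71.7%) lay above the 95th percentile of WT-MPP for the myeloid genes and 83% (69.2 to 92.4%) for the mast and basophil genes. Without Mpo, Ctsg and Cpa3 these shares were 23.4% (12.3 to 38%) and 46.8% (32.1 to 61.9%). With each gene read without the 25% of CD11b+CD48+SK cells highest on the other genes of its list, the medians were 0.93 and 1.19, and without the highest 50% 0.59 and 1.00. Matched lists over all cells reached 0.74 and 0.49 at the upper end of their central 95%. Mpo and Cpa3 were thus not limited to a few cells. For the myeloid list, a few cells of another type and a change across the CD11b+CD48+SK cells cannot be told apart. Its share of cells depended on the highest genes, and its median without the highest 50% fell below that bound. The mast and basophil median stayed above its bound. Without Cpa3 that list holds Mcpt8, in 36.2% of the CD11b+CD48+SK cells, Ms4a2, in 10.6%, and Gzmb, in 2.13%, too few genes to settle it. A large share of cells of another type stays open too. With no filter on low values the myeloid median fell to 0.02 over WT-MPP. An early myeloid state after transplantation, or the effect of Hoxb5, stay open as untested biological explanations, since no transplanted control MPP are among the populations, and so does a difference between libraries.

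Dntt, a gene of early lymphoid cells that the paper does not name, was at a TPM of 1 or more in 93.6% of the CD11b+CD48+SK cells (82.5 to 98.7%), 14.6% of WT-MPP (5.57 to 29.2%), 0 of 36 BM HSC and 0 of 56 FL HSC. It was at 100 TPM or more in 61.7% of the CD11b+CD48+SK cells and 9.76% of WT-MPP. Cd3d or Cd3g was present in 2.13% of the CD11b+CD48+SK cells, which were sorted without surface CD3. These genes therefore cannot tell whether cells of the T lineage without CD3 were in the sort. The B-cell markers Cd79a (0 of 47 CD11b+CD48+SK cells) and Cd79b (61.7% of the CD11b+CD48+SK cells and 63.4% of WT-MPP) did not mark the CD11b+CD48+SK cells apart from WT-MPP. No technical explanation was tested for Dntt itself, and the difference between populations remains confounded with the libraries.

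The beta-globin gene listed as Beta-s was present in 100% of FL HSC (93.6 to 100%), 31.9% of the CD11b+CD48+SK cells, 24.4% of WT-MPP and 16.7% of BM HSC, and Hbb-b2 was also in every FL HSC. The copies Hbb-b1, Hbb-b2 and Beta-s are near-identical, but a division of reads between them is argued against by their summed mean of 4472 TPM in FL HSC, compared with 154 in the CD11b+CD48+SK cells, 204 in WT-MPP and 150 in BM HSC. Free RNA of erythroid cells would bring alpha-globin in similar amounts. Hba-a1 and Hba-a2 summed to 18.8 TPM in FL HSC, 0.421% of the beta-globin sum, against 5.55 to 17.8% in the other populations. The lower share in FL HSC goes against free erythroid RNA. Alpha-globin lay far below beta-globin in every population, however, so a loss of its reads is not excluded and the test cannot decide. This test replaced an earlier one on Klf1, present in 3.57% of FL HSC, which had been read as fitting erythroid RNA, and the change was made after the values were seen. Gata1 was in 7.14% of FL HSC and Epor in 41.1%. Free RNA of erythroid cells, an expression of beta-globin in FL HSC and a different treatment of the FL HSC libraries stay open.

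Pisd-ps3 was at a TPM of 1 or more in 100% of FL HSC (56 of 56) and in 0 of the other 124 cells, while Pisd-ps1 fell in FL HSC to a mean of 4.89 TPM from 95.7 in the CD11b+CD48+SK cells. The 3 copies Pisd-ps1, Pisd-ps2 and Pisd-ps3 summed to 115 TPM in FL HSC, 120 in the CD11b+CD48+SK cells, 384 in WT-MPP and 360 in BM HSC. The equal sums of FL HSC and CD11b+CD48+SK cells go with reads assigned to another copy in FL HSC and the higher sums of WT-MPP and BM HSC go against it, so a difference in how reads were assigned and a difference in expression cannot be told apart, because the reads were not used here. No biological explanation was tested.

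Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) were present in 26.8% of FL HSC (15.8 to 40.3%) and 8.51% of the CD11b+CD48+SK cells (2.37 to 20.4%), and in 0 of 77 WT-MPP cells and BM HSC. Xist was present in 104 of 180 cells. Reads shared between X-linked and Y-linked copies are argued against, since 0 cells held both Xist and a Y-linked gene. A mixture of male and female embryos and donors is a candidate explanation, which the absence of any such cell fits, but it was found on these data and the sex of the animals is not named.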

How the results depend on the processing

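The settings with 18 cells per population, with other genes, averages or coefficients for the correlation, and with the leading edge compared on separate cells were tests chosen only after the first values were seen, and the other settings were planned.

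Own-population neighbours of the CD11b+CD48+SK cells were 97.7% with 500 variable genes, 98.5% without cell cycle genes, 98.5% with a pseudocount of 0.1 and 97.5% with 36 cells per population, against 98.3% otherwise. The median ratio scaling moves the median of all genes from 0.21 to -0.06 against WT-MPP. Of the 10 highest genes, 5 stayed with log2 of the mean TPM plus 1. The cause was not tested.

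Correlations are given as rho with WT-MPP, rho with FL HSC and the difference. With mean log2(TPM+1) they were 0.901, 0.895 and 0.00592; with genes at a mean TPM of 1 or more 0.871, 0.871 and 0.000421; without cell cycle genes 0.889, 0.881 and 0.00794; with 36 cells 0.875, 0.869 and 0.00616. The order reversed in settings chosen after the values were seen. With 18 cells the values were 0.843, 0.846 and -0.00262, with genes detected in 50% of the cells 0.877, 0.907 and -0.0295, and with a mean TPM of 10 or more 0.853, 0.890 and -0.0377. Genes above 0 in every cell gave 0.893, 0.912 and -0.0189, the median TPM 0.831, 0.842 and -0.0113, Pearson's coefficient of mean TPM 0.911, 0.915 and -0.00394, and that of log2 of the mean TPM plus 1 0.902, 0.909 and -0.00689. With genes at 0 added up to 20000 genes they were 0.909, 0.905 and 0.00336, up to 30000 0.916, 0.911 and 0.00475, up to 40000 0.916, 0.910 and 0.00552, up to 55000 0.915, 0.909 and 0.00611, and with the unlisted RefSeq genes 0.915, 0.909 and 0.00596. The planned setting with all genes in the table is the same as the main one, as no gene is at 0 in every cell, and tested nothing. Over the other settings the difference was positive in 9 of 16, so the order of WT-MPP and FL HSC depends on them. The cause was not tested.

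The sets kept their sign under every setting tried. Their medians and that of the leading edge are given in the order over and under WT-MPP, over and under BM HSC, and leading edge against FL HSC. They were 2.52, -1.10, 1.72, -2.78 and -1.30 with a pseudocount of 0.1; 1.19, -0.54, 0.91, -1.20 and -0.61 with 10; 2.57, -1.63, 2.21, -2.99 and -1.18 with log2 of the mean TPM plus 1; 1.90, -0.79, 1.47, -1.86 and -1.17 with 36 cells. Without ribosomal protein genes they were 1.98, -0.79, 1.64, -1.88 and -1.08, and with the median ratio 1.43, -1.59, 1.22, -2.30 and -0.78. Sets of 100 genes gave 1.39, -0.51, 1.43, -2.25 and -1.21, and sets of 500 genes 1.64, -0.67, 1.30, -1.43 and -0.95. Ranking by share of cells gave 1.02, -0.56, 0.70, -1.60 and -1.05. Separate parts of the adult cells gave 1.23, -0.29, 0.97, -1.26 and -0.92. Without cell cycle genes they were 1.60, -0.81, 1.43, -1.85 and -1.14. With no filter the leading edge was at -1.11, and on separate CD11b+CD48+SK cells and FL HSC at -0.84. Compared with WT-MPP, the BM HSC sets were at 1.17 and -0.58. The cause was not tested beyond the shared cells.

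Some lists reversed. The S-phase list against FL HSC was 0.0585 with a pseudocount of 0.1, 0.0603 with log2 of the mean TPM plus 1 and 0.12 with the median ratio. T-cell activation against WT-MPP was -0.30 with log2 of the mean and -0.32 with the median ratio, and against FL HSC 0.0365 with log2 of the mean. MHC class II against WT-MPP was -0.36 with log2 of the mean, cytosolic ribosomal proteins against WT-MPP -0.0675 with the median ratio, and myeloid markers against FL HSC -0.0159 with no filter. The cause was not tested. Of the 9 process lists, 8 had a median above 0 against WT-MPP, and between 6 and 8 did under the alternatives, where the ribosomal protein list has no value once its genes are left out. All 10 genes of Figures S1G and S1H were above WT-MPP under all 8 alternatives.

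For results on single genes and on lists, 131 values stayed the same at the precision printed, 360 moved and 9 reversed. The filter of at least 2000 genes per cell removed no cell and so tested nothing. No paired analysis was possible because no animal or replicate is named. With the depth unknown, a gene at 0 in a cell cannot be told from one missed in amplification, and differences of genes at low levels follow the pseudocount.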

Differences from the paper's values

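Settings of the correlation with other genes, averages and coefficients and with genes at 0 were tests chosen only after the values were seen.

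For the CD11b+CD48+SK cells and WT-MPP, Spearman's rho was 0.885, and the paper's value is 0.988. For the CD11b+CD48+SK cells and FL HSC it was 0.882, and the paper's value is 0.987. None of the alternatives set before the data were examined (mean log2(TPM+1), all genes in the table, which were the same genes, those with a mean TPM of 1 or more, cell cycle genes left out, 36 cells per population) came to the paper's values. Among the settings chosen after the values were seen, none reached them either. The highest were 0.916 with WT-MPP, with genes at 0 added up to 40000 genes, and 0.915 with FL HSC, with Pearson's coefficient of mean TPM.

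The enrichment score of the genes highest in FL HSC over BM HSC was 0.764, and the paper's is about 0.7 in Fig. 4G, read by eye. It lay within 0.05 of that reading with a pseudocount of 0.1, 36 cells per population, sets of 100 or 500 genes, and the comparison with WT-MPP that the legend names. It did not with a pseudocount of 10, log2 of the mean TPM plus 1, no filter, cells with at least 2000 genes, TPM without ribosomal protein genes, the median ratio, ranking by share of cells, without cell cycle genes, or separate parts of the adult cells. The score of the genes lowest in FL HSC was -0.793, and the paper's is about -0.7 in Fig. 4H, read by eye. It lay within 0.05 with ranking by share of cells and with separate parts of the adult cells, and with none of the other alternatives set beforehand. The tolerance was set after the values were seen, and the sets here were taken by size and not by adjusted p-values over cells.

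The paper states that the leading edge genes were at equivalent levels in the CD11b+CD48+SK cells and FL HSC. Here their median difference was -1.10, with 92.5% of the genes lower in the CD11b+CD48+SK cells, and it was below 0 under every alternative. The genes here come from sets taken by size and not by adjusted p-values, so they need not be the paper's genes. Every setting chose them for being high in FL HSC, which can itself place the CD11b+CD48+SK cells below FL HSC.

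The paper states that Cdk6, Satb1, Runx3 and Mybl2 were upregulated in the CD11b+CD48+SK cells alone. All 4 were highest there, but Mybl2 was also present in 25% of FL HSC (95% exact interval 14.4 to 38.4%) and differed by 1.12 between FL HSC and WT-MPP.

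The paper relates the genes upregulated in the CD11b+CD48+SK cells to T-cell activation. The median of the hand-written list of that name lay at percentile 58.8 against WT-MPP, with 11 of its 20 genes higher in the CD11b+CD48+SK cells. A median over a list is another measure than the paper's enrichment among upregulated genes, so it does not test that result. The paper places the CD11b+CD48+SK cells closer to WT-MPP than to FL HSC, and the difference between the coefficients was 0.003 here and turned negative in 7 of 16 settings, all chosen after the values were seen.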

Other observations

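The tests of shared cells for the genes lowest in FL HSC, of the leading edge on separate cells, of matched lists on separate cells, of cell cycle genes alone, of added genes at 0 and of adult HSC genes were chosen only after the results were seen.

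The genes highest in FL HSC over WT-MPP were higher in the CD11b+CD48+SK cells than in WT-MPP. WT-MPP cells shared by set and comparison are argued against as the whole cause, since the median with separate cells was 1.23. The separate-cell median lay above the matched lists on the same separate cells in 100 of 100 splits. Cell cycle genes are argued against as the whole cause by a median of 1.60 without them, and the number of genes detected per cell by a percentile of 100 among matched lists. For the genes lowest in FL HSC, the median moved from -0.81 to -0.29 (-0.60 to -0.04 over 100 splits) with separate cells, where matched lists had a median of 0.38. It lay below them in 100 of 100 splits, so shared cells are argued against as the whole cause and not as a part of it. Transplantation, the irradiated host, pIpC and the library of each population stay open, because none of them varies within a population. Values above 0 but below a TPM of 1 were alike in the CD11b+CD48+SK cells and FL HSC, with medians of 699 and 699 per cell. The medians were 1392 in WT-MPP and 1445.5 in BM HSC. Neither separate WT-MPP cells nor matched lists would remove a library difference that the CD11b+CD48+SK cells share with FL HSC. Hoxb5 itself also stays open. Its level varied between cells but was not set against that of the gene sets.

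The CD11b+CD48+SK cells stood apart from the other populations, and cell cycle genes are argued against as the whole cause, with 98.5% own-population neighbours without them. This share is near its ceiling and does not say how much they contribute. On the 155 cell cycle genes alone it was 44.3%, above the 25.7% of random placement. A remaining interferon response after pIpC would raise interferon-stimulated genes, which were lower by a median of -0.70 against WT-MPP. Cells of each population may also stand apart because of their library, and that cannot be told apart from the population.

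The leading edge genes were lower in the CD11b+CD48+SK cells than in FL HSC. The choice of the genes on the same cells is argued against as the whole cause by a median of -0.84 on separate cells, below 0 in each of 100 splits. Separate cells do not remove the choice of genes for being high in FL HSC, which stays open as a cause. The number of genes detected per cell was larger in FL HSC and may account for much of the rest, since matched lists on the separate cells had a median of -0.66. The median on separate cells lay below the central 95% of matched lists in 54 of 100 splits, so a lower expression of these genes in particular and the number of genes detected cannot be told apart, because the random splits gave both outcomes.

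Activation of the whole Hoxb cluster is argued against as the source of Hoxb5 in the CD11b+CD48+SK cells, since Hoxb2 differed by -1.08 from WT-MPP. Over the 5 genes of the cluster that passed the filter, Hoxb5 among them, the median difference was 0 from WT-MPP, -0.16 from BM HSC and -0.41 from FL HSC. Mature T cells in the sort, which left out cells with surface CD3, are argued against by Cd3d or Cd3g in 2.13% of the CD11b+CD48+SK cells. The T-cell activation list itself was not raised beyond matched lists. It lay at percentile 58.8 against WT-MPP, 88.6 against BM HSC and 78.6 against FL HSC, so its median showed no rise whose source could be tested.

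The Spearman coefficients were below the paper's. Counting the RefSeq genes that the table does not list as equal at 0 would be a possible explanation, and is argued against because rho of the CD11b+CD48+SK cells and WT-MPP then reached only 0.915.

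Adult HSC genes were lower in the CD11b+CD48+SK cells than in WT-MPP by a median of -1.07, below all matched lists. The number of genes detected per cell would act the other way, with a median of 4514 against 3844 in WT-MPP. It was thus not a candidate cause, and the test of it says little. Hlf differed by -4.95 and Procr by -4.16. No other explanation was tested.

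The list of immediate early and heat shock genes differed in the CD11b+CD48+SK cells by a median of -1.96 from WT-MPP, -3.34 from BM HSC and -1.13 from FL HSC, and its members moved apart. Against WT-MPP, Dusp1 differed by -4.34, Fos by -3.72 and Zfp36 by -3.58, while the heat shock genes Dnajb1, Hspa8, Hspa1a and Hspa1b were higher by 1.87, 0.60, 0.40 and 0.33, except that Hspa8 differed by -0.46 with the median ratio. No explanation was tested. Markers of other lineages had too few detected genes for a median. Of T-cell markers, Lat was in 95.7% of the CD11b+CD48+SK cells and 82.9% of WT-MPP and differed between them by 1.54 (0.89 with the median ratio), Cd4 was in 2.13% of the CD11b+CD48+SK cells and 7.32% of WT-MPP, and of erythroid markers Epor was in 0 of 47 CD11b+CD48+SK cells and 19.4% of BM HSC. Xist was in 78.7% of the CD11b+CD48+SK cells, 65.9% of WT-MPP, 63.9% of BM HSC and 30.4% of FL HSC.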
